A study of Mus musculus with 10 samples.

How the data were processed

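RUNX1 chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed in mouse large biliary epithelial (MLE) cells, which line the larger bile ducts. Per the labels and the design text, cells near confluence were exposed to TGFβ at 10 ng/mL overnight or to vehicle, chromatin was cut enzymatically, and RUNX1 was recovered with a polyclonal antibody and magnetic beads. The series holds 10 samples: 6 RUNX1 ChIP libraries, each with a peak list, and 4 input libraries, for which no processed file was analysed here. Samples were grouped by the treatment label. TGFβ and vehicle had 3 ChIP libraries each, of which 2 came from batch 1 and 1 from batch 2 per the labels. Replicate numbers follow deposit order within a treatment and do not order the samples. The labels list 1 input per treatment and batch, and do not state whether the pairs of same-treatment ChIP libraries in batch 1 came from separate cultures.

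Each deposited list is in 10-column narrowPeak format, with 1 interval and 1 summit per row and row names of the form written by MACS. The peak caller, its version, the aligner, any filter and the control library are not stated in the labels. Lists were made per library and not pooled, per the file names. The deposited values per peak are a fold enrichment at the summit (a ratio over the local background), a −log10 p-value, a −log10 q-value and a score, which is 10 times the −log10 q-value without its decimals in nearly all rows. Because the lowest −log10 q in each list lay just above 1, the authors' threshold was taken as a q-value of 0.1. The build is not stated either. Chromosome names, the end positions and an unplaced contig that belongs only to GRCm39 point to GRCm39, and all coordinates are given 1-based in the files' own build. The gene table in hand covers GRCm38, so no gene, motif or promoter was assigned to a peak. The planned shares of peaks with a RUNX motif or at promoters, the planned list of TGFβ response genes, and the 5 genes fixed in advance were therefore not analysed here.

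Peak lists carry no read counts per region across libraries, so no count model was fitted, and a region was treated as called or not called in each library. Fold and q were used only to describe, rank or filter peaks within a list. Regions were built by merging peaks of the 6 lists that overlapped by at least 1 bp. Covered length is the merged length of a list. The Jaccard index of a pair of lists is the shared length over the length of their union. Group means were compared by two-sided exact permutation tests over all 20 labelings of 3 against 3 libraries, whose smallest possible p is 0.1. Permutation within batches allows 12 labelings, with a smallest p of 0.167. Libraries were also paired by batch and by the wording of their titles, which gives 3 pairs (replicates 1, 2 and 3 of both treatments), tested by exact sign flips with a smallest p of 0.25. Over all merged regions, the paired libraries' deviations from their group means correlated with r of 0.135, 0.225 and 0.418 in pairs 1, 2 and 3. The Jaccard difference between within-treatment and between-treatment pairs was tested one-sided over the 10 splits of the 6 libraries into 3 and 3. No unmapped column of per-sample values was present.

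The depth of each library is not stated in the lists. A relative measure was recovered from the fold and the p-value of each peak. If fold is (pileup + 1)/(background + 1), with a pseudocount of 1, and p is the upper Poisson tail beyond the pileup, both values together give the number of overlapping fragments at the summit and the background used by the caller. A whole-number pileup matched both values within 0.001 on the −log10 p scale for between 99.98% and 99.99% of the peaks of each list. The lowest background was shared by a large part of each list, and its division by the shortest peak width in the list served as relative depth, on the assumption that both scale with fragment length as they do in MACS.

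Regions named in the text followed a rule fixed before the data were examined: the 5 regions called in every TGFβ and no vehicle list, the 5 called in every vehicle and no TGFβ list, and the 3 called in all 6 lists with the highest median within-list percentile rank of −log10 q. Alternatives fixed at the same time were a −log10 q of at least 5, lists limited to their 14733 best peaks by −log10 p, autosomes and X only, peaks no wider than 2000 bp, fold of at least 5, windows of 200 bp on the summits, peaks at least 50% covered, batch 1 only, the pairing, and leaving out each library. A high-background segment of chromosome 5 was left out, and the same-treatment libraries of batch 1 were averaged, as alternatives chosen after the data were seen. The distance between summits within a region was taken from the peak with the highest −log10 q of each list. Code was tested on simulated data: all 200 planted TGFβ-only regions among 64286 regions were recovered, while the same rule returned 2357 such regions from shuffled calls with none planted. In addition, 100% of 1958 simulated pileups were recovered, against 0.409% accepted when the p-value belonged to no whole pileup. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.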

Results

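RUNX1 occupancy in MLE cells was profiled by ChIP-seq after overnight TGFβ (10 ng/mL) or vehicle, to ask how the binding of this transcription factor responds to TGFβ in cholangiocytes. Peak lists of 6 libraries were compared, 3 per treatment. In batch 1, TGFβ replicates 1 and 2 gave 33601 and 42050 peaks, and vehicle replicates 1 and 2 gave 14733 and 21602. In batch 2, TGFβ replicate 3 gave 18790 peaks and vehicle replicate 3 gave 16265. Read totals are unknown from the lists, so the precision of each list cannot be stated from counts. The lowest background recovered from the deposited fold and p-values, which scales with depth, was 11.3, 10.4 and 10.5 overlapping fragments in TGFβ replicates 1 to 3. In vehicle replicates 1 to 3 it was 10.7, 11.4 and 11.8. After division by the shortest peak width, relative depth in the TGFβ library was 1.1, 0.873 and 0.886 times that of the paired vehicle library in pairs 1, 2 and 3.

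The number of called peaks was compared first. TGFβ libraries had 31480 ± 11774 peaks (SD, n = 3) and vehicle libraries 17533 ± 3606 (SD, n = 3), a ratio of 1.80. TGFβ exceeded vehicle in 3 of 3 pairs, by 2.28-fold in pair 1, 1.95-fold in pair 2 and 1.16-fold in pair 3. The difference did not pass 0.05 in the exact permutation test (two-sided p = 0.2). It was the most extreme arrangement within batches (exact p = 0.167) and within pairs (exact sign-flip p = 0.25), the smallest values these designs allow. The setting that moved the ratio most was a fold enrichment of at least 5, which raised it to 3.39. Within batch 1 alone, the ratio of means was 2.08 (exact p = 0.333, the smallest for 2 against 2). Batch 2 holds 1 library per treatment and gives no test.

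**Figure D1:**
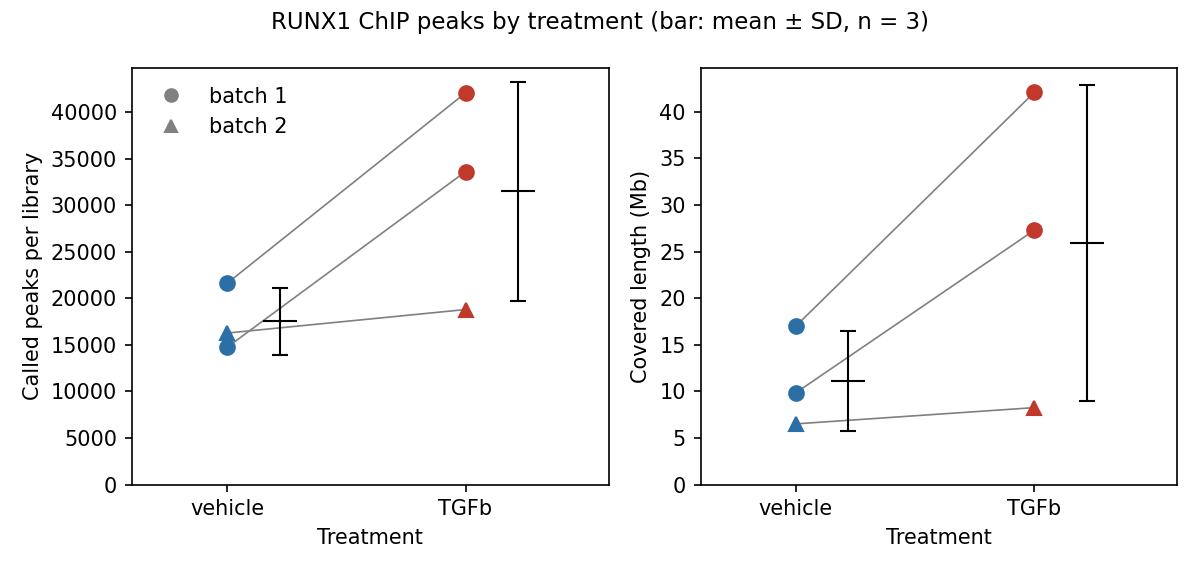
Peaks called per library (left axis, number) and merged length covered (right panel, Mb) in vehicle and TGFβ libraries; circles are batch 1, triangles batch 2, grey lines join libraries of the same batch and title wording, and black bars give mean ± SD over 3 libraries. TGFβ lies above vehicle in each of the 3 pairs, and the batch 2 pair differs least.

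Covered length followed the same order. TGFβ peaks covered 25.9 ± 17.0 Mb (SD, n = 3) and vehicle peaks 11.1 ± 5.37 Mb (SD, n = 3), a ratio of 2.33 (two-sided exact permutation p = 0.3). Paired ratios were 2.77, 2.47 and 1.27. Part of this came from wider peaks: mean width was 751 ± 286 bp (SD, n = 3) with TGFβ and 619 ± 198 bp (SD, n = 3) with vehicle (exact permutation p = 0.5), and was larger with TGFβ in 3 of 3 pairs. Peaks were narrower in batch 2, with median widths of 343 and 319 bp in TGFβ and vehicle replicate 3, than in batch 1, where medians ran from 523 to 735 bp.

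The fold and q given by the authors describe each list separately. Median fold enrichment was 3.20 and 3.33 in the batch 1 TGFβ lists, 3.08 and 3.15 in the batch 1 vehicle lists, and 2.60 and 2.42 in TGFβ and vehicle replicate 3. The share of peaks with a fold of at least 5 was 21.9% and 27.5% in TGFβ replicates 1 and 2, and 13.3% and 16.6% in vehicle replicates 1 and 2. In batch 2 this share was 4.77% with TGFβ and 1.97% with vehicle. A −log10 q of at least 5 was reached by 63.3% to 66.0% of peaks in batch 1 lists, by 42.2% in TGFβ replicate 3 and by 35.6% in vehicle replicate 3.

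Overlap between libraries was then measured to ask whether lists of one treatment resemble each other. Over the 6 within-treatment pairs the mean Jaccard index was 0.245, and over the 9 between-treatment pairs 0.237. The difference of 0.0076 was matched or exceeded by 6 of the 10 splits (one-sided exact permutation p = 0.6). Its sign changed to -0.0755 when overlap was scored as the share of the shorter list's peaks at least 50% covered by the longer list. In batch 1 the vehicle lists were shorter than the TGFβ lists, so between-treatment pairs can score high on this measure through list length alone. Leaving out TGFβ replicate 1, TGFβ replicate 2 or vehicle replicate 1 also changed the sign, to -0.02, -0.043 and -0.014. Batch separated the lists more than treatment. The 7 pairs within a batch had a mean index of 0.372, and the 8 pairs across batches 0.126. TGFβ and vehicle replicate 3 had an index of 0.30, above that of all 8 pairs across batches. A smaller share of the within-treatment than of the between-treatment pairs lay within a batch, which lowers the difference of 0.0076. The small difference therefore does not show that overlap was unrelated to treatment. The 6 splits with a batch 2 library on each side share this composition, and 2 of these 6 matched or exceeded the difference.

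Within batch 1, treatment and overlap moved together. TGFβ replicates 1 and 2 had an index of 0.536 and vehicle replicates 1 and 2 of 0.461. All 4 between-treatment pairs of batch 1 lay below both, from 0.219 to 0.426, with a mean of 0.326 against 0.498 within treatment. Among the 3 splits of these 4 libraries the real one ranked first (exact p = 0.333, the smallest possible). In lists limited to 14733 peaks each, the same means were 0.398 between and 0.546 within treatment. Here and above, n counts libraries, since the labels do not state whether the same-treatment libraries of batch 1 came from separate cultures. With those averaged to 1 sample per treatment, the ratio of peak numbers was 1.64 (n = 2 per treatment, exact permutation p = 0.333, the smallest possible).

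**Figure D2:**
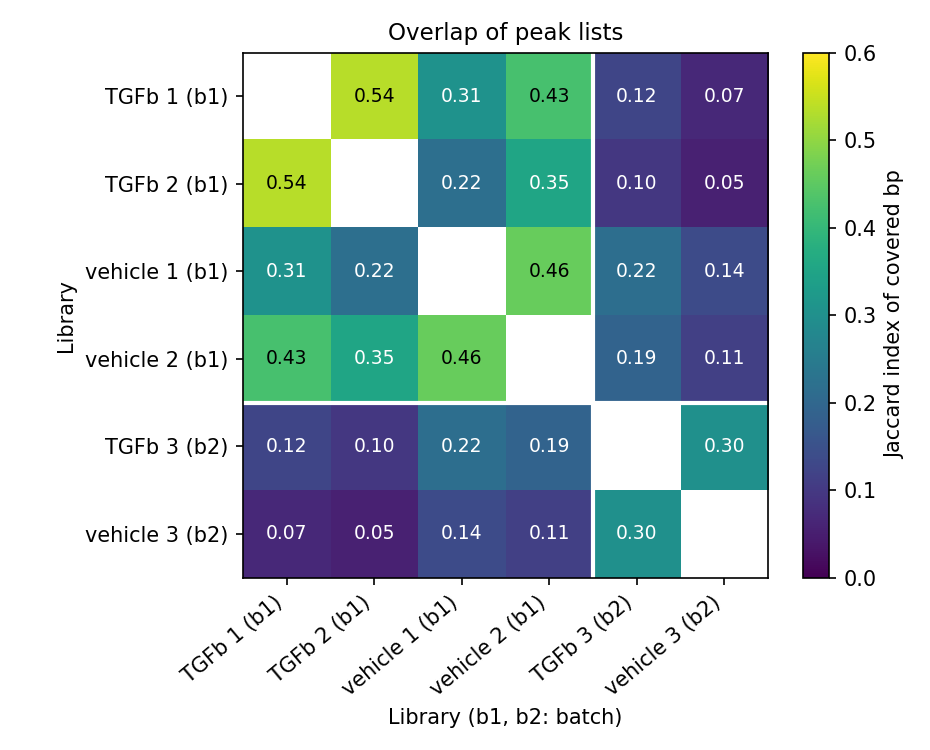
Jaccard index (shared over union length of merged peaks) for each pair of the 6 lists, with libraries ordered by batch (b1, b2) and white lines between batches. Pairs within a batch range from 0.219 to 0.536, and pairs across batches from 0.0539 to 0.218.

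Merging the 6 lists gave 64286 regions. Of these, 32113 were called in 1 list only, and 4087 (6.36%) in all 6. TGFβ-only regions, called in all 3 TGFβ lists and no vehicle list, numbered 398 (0.619%). In the opposite direction there were 7 vehicle-only regions (0.0109%). The TGFβ-only count was 10198 without TGFβ replicate 3 and 1000 without vehicle replicate 2. The vehicle-only count was 35, 14 and 115 without vehicle replicate 1, 2 or 3, and 23 and 18 without TGFβ replicate 2 or 3. The strongest summits of the 3 TGFβ lists lay within 200 bp of each other in 153 of the 398 TGFβ-only regions (38.4%), and in 56.0% of the regions called in all 6 lists. Counts in lists of equal length were 248 TGFβ-only and 54 vehicle-only regions. When the calls of each list were shuffled over the 64286 regions, the mean was 2322 TGFβ-only and 126 vehicle-only regions over 100 shuffles. In lists of equal length the shuffled means were 544 and 430. Shuffling each list separately removes the overlap between lists, which raises both counts. The shuffled counts are therefore no reference for the observed ones, and do not show that list length explains them.

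Splits of the 6 libraries into 3 and 3 were used as the reference. As many regions specific to one side were found in 3 of the 10 splits, the real one included. Both larger counts, 3791 and 508, came from splits that put the batch 2 libraries on one side. Among the 6 splits with a batch 2 library on each side, the real split gave the most regions, and the next gave 84. The smallest share such a set of splits allows is 0.167. In lists of equal length, 5 of the 10 splits gave at least the 248 regions of the real one, and the highest other split with a batch 2 library on each side gave 129. In batch 1 alone, 10296 regions were called in both TGFβ and neither vehicle list, and 131 in both vehicle and neither TGFβ list. These became 2560 and 1057 in lists of equal length.

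**Figure D3:**
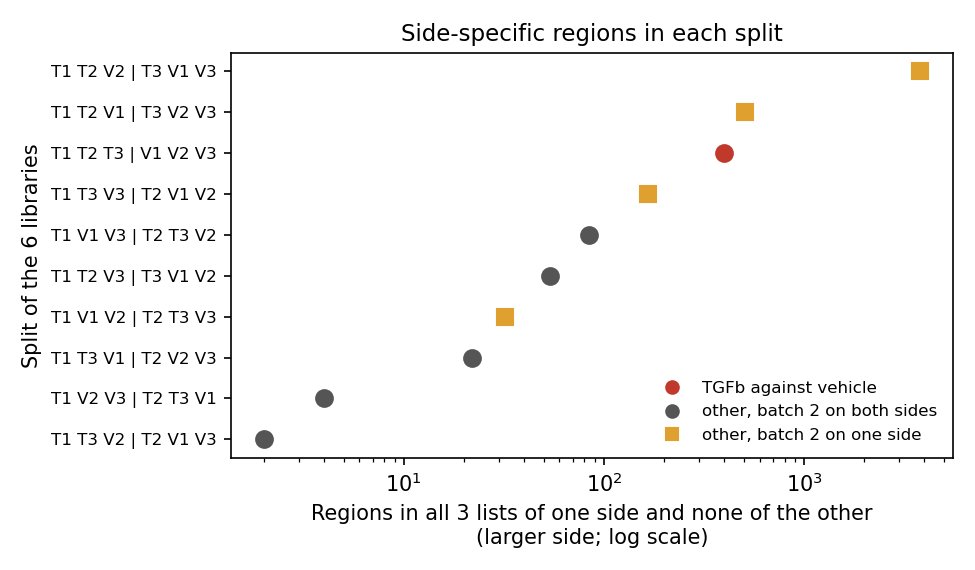
Number of regions called in all 3 lists of one side and no list of the other (larger side, log axis) for each of the 10 splits of the libraries; T and V with a number are TGFβ and vehicle replicates. The real split (red) gives 398 regions, below 2 splits that place both batch 2 libraries on one side and above the other splits with batch 2 on both sides, of which the highest gives 84.

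In the full lists, vehicle calls in batch 1 were largely a subset of TGFβ calls. In pair 1, 92.4% of the regions called with vehicle were also called with TGFβ, and in pair 2, 90.4%. The reverse shares were 39.0% and 41.7%. In pair 3, from batch 2, 49.0% of vehicle regions were called with TGFβ and 43.3% of TGFβ regions with vehicle. At equal list length the shares of vehicle regions called with TGFβ were 72.8%, 77.0% and 49.8% in pairs 1, 2 and 3. The reverse shares were then 66.5%, 72.6% and 50.8%. Both shares of a pair count the same shared regions, so their asymmetry restates the difference in list length. Equal lengths remove most of it by construction. The comparison therefore does not decide whether the subset pattern reflects treatment.

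The highest-ranked TGFβ-only region lay on chromosome 7 from 19049777 to 19051633. Its fold enrichment was 23.7, 28.1 and 4.24 in TGFβ replicates 1, 2 and 3, which placed it in the 99.7, 99.7 and 87.8 percentile of −log10 q of those lists. The next was on chromosome 16 from 45517113 to 45518731, with folds of 19.4, 22.4 and 2.65. The remaining 3 were on chromosome 15 from 87537867 to 87539800, on chromosome 16 from 92574352 to 92575999, and on chromosome 2 from 30417245 to 30418405. Across these 5 regions the median percentile rank ran from 97.7 to 99.7, although the percentile in TGFβ replicate 3 went as low as 10.2, at the chromosome 15 region. The summits of the 3 TGFβ lists spanned 171, 488, 395, 205 and 128 bp in the 5 regions, in the order given, with TGFβ replicate 3 set apart from the batch 1 summits at the widest of these. None was called in a vehicle list at the authors' threshold, which bounds the vehicle signal only through that threshold.

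Vehicle-only regions ranked lower. The first, on chromosome 11 from 102241890 to 102242655, had a median percentile rank of 60.4 and folds of 3.51, 5.41 and 2.40 in vehicle replicates 1, 2 and 3. The others had median ranks from 22.7 to 36.0. Of these 4, 3 lay on chromosome 5, from 6996610 to 6997034, from 10772390 to 10772778 and from 12410755 to 12411226, inside the segment of raised background described below. The last was on chromosome 13 from 64033899 to 64034685. Regions called in all 6 lists were the strongest of the data. The top one, on chromosome 6 from 120339295 to 120343614, had folds of 41.6, 52.8 and 17.6 in TGFβ replicates 1, 2 and 3, and of 46.0, 53.9 and 17.3 in vehicle replicates 1, 2 and 3. Summits in the 6 lists fell between 120341212 and 120341254. The others were on chromosome 17 from 46382343 to 46386418 and on chromosome 5 from 3199227 to 3204587. In the chromosome 17 region, folds in replicates 1, 2 and 3 were 47.6, 56.3 and 7.91 with TGFβ. With vehicle they were 30.5, 30.9 and 7.36. In the chromosome 5 region, the folds were 44.7, 58.8 and 6.36 with TGFβ, and 14.2, 16.6 and 4.64 with vehicle. This chromosome 5 region also lies in the raised-background segment.

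Peaks were unevenly spread over chromosomes, and the spread differed between batches. Chromosome 5 held 8.25% to 9.52% of the peaks in batch 1 lists, 22.9% in TGFβ replicate 3 and 26.9% in vehicle replicate 3. The excess came from 3 to 20 Mb, where batch 2 lists placed 16.7% and 20.8% of their peaks and batch 1 lists 2.02% to 2.81%. Outside this segment, TGFβ and vehicle replicate 3 had 15654 and 12883 peaks, and the TGFβ to vehicle ratio over all libraries was 1.85. In this segment the recovered background was 4.30 to 4.47 times the lowest of the list in batch 1 (medians over peaks) and 3.47 and 3.52 times in batch 2. Chromosome X held 0.0861% to 0.737% of peaks.

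**Figure D4:**
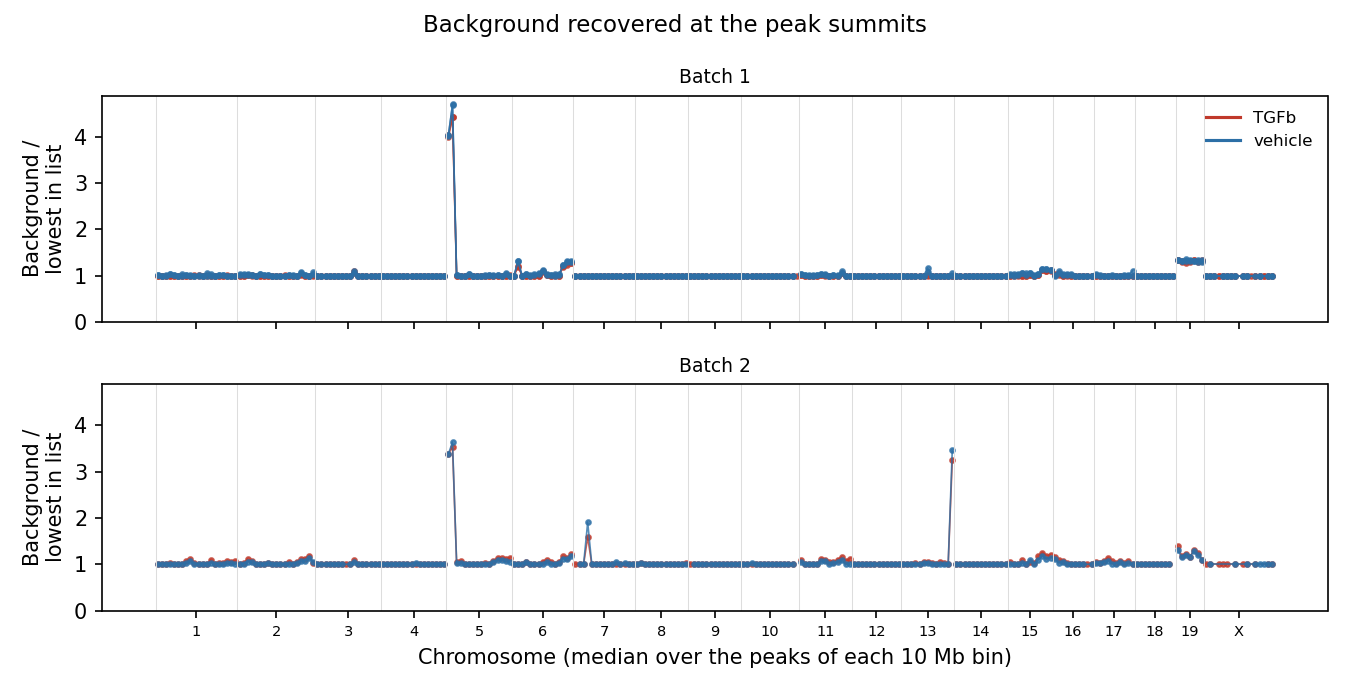
Background at the peak summits, recovered from fold and p-value and divided by the lowest background of its list (linear axis), as the median over the peaks of each 10 Mb bin along chromosomes 1 to 19 and X; red is TGFβ, blue vehicle. Values rise to between 3.38 and 4.70 at the start of chromosome 5 in the 6 lists; in batch 2 only, bins on chromosome 7 (30 to 40 Mb) and chromosome 13 (120 to 130 Mb) also exceed 1.5.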

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

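All tests in this part were chosen after the values had been seen, except the comparison of background at matched pileup. The fold and p-values of the lists, used in the report only to describe and rank peaks, also carry the background the caller used at each summit. In the first part of chromosome 5 that background stood far above the rest of the genome in every list, with list medians from 3.47 to 4.47 times the lowest background of the list. It drew attention as a signal in values that the treatment comparison does not use. The input libraries, which would serve as its reference, were not analysed here.

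The raised bins lay in a single stretch, with breaks, which ended abruptly. Among 889 bins of 1 Mb with at least 3 peaks in each list, 14 had a median at or above 2 times the lowest background in all 6 lists. All of these lay on chromosome 5 between 3 and 20 Mb, and 0 lay elsewhere, which argues against scattered repeats as the source. The next bin, from 20 to 21 Mb, was at 1.00 to 1.02 times the lowest background in the 6 lists. Inside the segment the bin from 11 to 12 Mb was lower, at 1.62 to 2.14 in batch 1 and 1.09 and 1.12 in batch 2. The bin from 15 to 16 Mb was at 2.78 to 4.22 in batch 1 but at 1.90 and 1.92 in batch 2, and the bin from 6 to 7 Mb had no peak in TGFβ replicate 2. The enrichment of the peaks themselves does not account for the values in batch 1: peaks outside the segment with a pileup at or above the segment's median had a median background of at most 1.06 times the lowest. In batch 2 such peaks stood at 1.42 and 1.72, still under the 3.47 and 3.52 of the segment. Treatment made little difference, the highest batch 1 median being 1.04 times the lowest of the 4. A candidate explanation is a copy-number gain of this segment in the cell line, shared by treated and untreated cells, as a hypothesis found and tested on the same data. Aligned input reads would decide it. Collapsed sequence in the reference over this length was not tested.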

How the results depend on the processing

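Leaving out the chromosome 5 segment and averaging the same-treatment libraries of batch 1 were chosen after the results were seen. The direction of the peak number (ratio of 1.80) held under the 14 alternatives that could change it, from 1.49 without TGFβ replicate 2 to 3.39 at a fold of at least 5. Covered length (2.33) held under 14, from 1.6 to 3.16. With batch 1 averaged, the ratios were 1.64 and 2.15. With 3 against 3 libraries the smallest exact p is 0.1, so the p-values say nothing about stability. With the replicate block (libraries paired by batch and title wording), the geometric mean ratios were 1.72 for peaks and 2.06 for covered length, and the pairing changed no call.

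Counts of treatment-specific regions depended on the setting. Against 398 TGFβ-only and 7 vehicle-only regions, a −log10 q of at least 5 left 202 and 0, equal list length gave 248 and 54, and summit windows of 200 bp gave 247 and 42. Batch 1 alone gave 10300 and 131 when merged separately, by construction with fewer lists to satisfy. Peaks no wider than 2000 bp gave 26 vehicle-only regions, and leaving out the chromosome 5 segment gave 3. The mean number of regions per pair under the replicate block was 17682 and 3622, a looser criterion. Across the 6 settings that each left out one library, TGFβ-only regions ran from 412 to 10198 and vehicle-only regions from 7 to 115. TGFβ-only outnumbered vehicle-only regions in each of these settings.

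The Jaccard difference (0.0076) was not stable in sign. It was -0.0048 at a −log10 q of at least 5 and -0.0066 at equal list length. By the share of the shorter list's peaks covered, a measure that list length can raise between treatments, it was -0.0755. Leaving out one library gave values from -0.0427 to 0.0739, including -0.0203 without TGFβ replicate 1 and -0.0144 without vehicle replicate 1. In batch 1 alone it was 0.172. In every setting but batch 1 alone, a smaller share of the within-treatment than of the between-treatment pairs lay within a batch, which lowers the difference. Leaving out a library also changes these shares. Other causes were not tested for the changes in sign.

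The planned results on motifs, promoters and named genes were not run, since the gene table is of another build. Without read counts, a region absent from a list can lie just under the threshold.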

Other observations

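In this part, the tests of depth, of the background in batch 2, of the strong sites in batch 2 and of the strong sites in lists of equal length were chosen after the results had been seen. The Jaccard test at equal list length, the 10 splits and the count of strong sites in batch 1 were set out before.

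Depth does not account for the longer TGFβ lists. In 2 of the 3 pairs the TGFβ library had the lower relative depth (0.873 and 0.886 of its vehicle library) and still the longer list. A single set of sites captured with higher enrichment under TGFβ remains possible for most of the difference in list length. At equal list length the within-treatment minus between-treatment Jaccard difference was -0.0066 over all libraries but 0.148 within batch 1. The value over all libraries is lowered by batch, since fewer of the within-treatment pairs lie within a batch. The data therefore do not settle it. Treatment-specific regions were as many in 3 of the 10 splits, and the Jaccard difference as large in 6 of the 10. A share under 0.05 cannot be reached with 10 splits. Among the 6 splits with a batch 2 library on each side, a comparison also chosen after the results, the real split alone gave as many regions, under both list lengths, while the Jaccard difference was as large in 2 of the 6. The labels do not state whether the batch 1 libraries of a treatment came from separate chromatin preparations, so a difference between preparations and a treatment effect cannot be told apart within batch 1. A TGFβ response of RUNX1 occupancy stays open and untested against that.

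A small group of strong sites bears on whether the gain was uniform. In batch 1, 1544 regions ranked in the top 5% of both TGFβ lists, and 41 of them (2.66%) were called in neither vehicle list. The 5 TGFβ-only regions named in the report are among the 41. Because the TGFβ lists are longer, the count was repeated in lists of 14733 peaks each. There, 637 regions ranked in the top 5% of both TGFβ lists, and 16 (2.51%) were called in neither vehicle list. Under each of the 5 other choices of a pair of the 4 libraries, 0 of 387 to 585 such regions were uncalled in the remaining pair, which includes strong vehicle regions looked up in TGFβ lists. One site set with uniformly higher enrichment under TGFβ would be expected to leave few such sites, but this was not simulated. Pairs of 1 TGFβ and 1 vehicle library do not separate that model from a treatment response. A local difference between the inputs was not tested either. As a hypothesis, these sites may be the place to look for TGFβ-dependent RUNX1 binding, although batch 1 cannot separate treatment from chromatin preparation.

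In batch 2, TGFβ replicate 3 called 21 of the 41 sites, and vehicle replicate 3 called 1 of these 21 (4.76%) and none of the others. The summit of TGFβ replicate 3 lay within 200 bp of both batch 1 TGFβ summits in 10 of the 21. For comparison, 20 regions per site, called in both batch 1 vehicle lists, were matched to the 21 on rank in TGFβ replicate 3. Vehicle replicate 3 called 177 of these 420 (42.1%). These counts do not decide between a response at the 21 sites and stronger enrichment of TGFβ replicate 3. The 21 were chosen for lacking batch 1 vehicle calls, and the 420 for having them. Over all 10296 regions called by both TGFβ and neither vehicle list of batch 1, vehicle replicate 3 called 46 of the 444 that TGFβ replicate 3 called, against 4087 of 6475 among regions of all 4 lists. Calls by TGFβ replicate 3 alone and by vehicle replicate 3 alone numbered 20 and 0 at the 41 sites, and 305 and 29 at regions of all 4 lists in the top 5% of both TGFβ lists. They numbered 398 and 54 over the 10296 regions, a ratio of 7.37. Over all regions of all 4 lists they numbered 2388 and 340, a ratio of 7.02. By this ratio the 10296 regions differed little from the shared ones. With the chromosome 5 segment left out, the ratios were further apart, at 9.14 and 7.17. At the 131 regions called by both vehicle and neither TGFβ list of batch 1, such calls numbered 5 and 7.

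Batch 2 lists may have been called against another kind of background than batch 1 lists. Off chromosome 5, the strongest 1% of peaks by pileup sat at the lowest background in 27.0% to 52.6% of cases in batch 1, but in 2.04% and 4.17% in batch 2. Backgrounds above the lowest fell on their 20 most common values for 56.6% to 62.7% of peaks in batch 1, as coarse steps would give, and for 9.85% and 10.7% in batch 2. A background taken from the ChIP library itself, in place of the input, would give both patterns, because a strong peak then raises its own background. Lower depth of the ChIP libraries does not account for this, since mean relative depth in batch 2 was 1.07 times that of batch 1. Relative depth was 0.0473 and 0.0534 in TGFβ and vehicle replicate 3, against 0.0434 to 0.0497 in batch 1. The depth of the input libraries is not known from the lists, so lower input depth was not tested. Such a background would also bear on the 184 and 199 peaks per Mb in the chromosome 5 segment in batch 2, against 18.5 to 53.2 in batch 1, and on the low overlap between batches, but neither link was tested. An input used with other window settings was not tested either.

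Smaller rises in background were shared by the 6 lists on chromosome 19, where the median was 1.30 to 1.33 times the lowest in batch 1 and 1.24 and 1.21 in batch 2. Bins of 10 Mb from 120 Mb onward on chromosome 6 and from 80 Mb onward on chromosome 15 also stayed above 1.1 in all 6 lists.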
